A study of Mus musculus with 14 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

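Genomic DNA from the tails of 7 C57BL/6 mice (C57BL/6J/Nrs in the methods of the study) of a single non-irradiated family (dose 0 Gy) was compared with the DNA of 1 reference male by array comparative genomic hybridization (array CGH), in which 2 DNA samples labelled with different dyes compete for the same probes on a glass slide and the ratio of the dyes at a probe reflects the relative number of copies of that sequence. The family was made up of 1 sire, 1 dam and their 5 F1 mice. Each mouse was hybridized on 2 arrays, once labelled with Cy5 (red) and once with Cy3 (green), with the reference in the other dye, which gave 14 arrays on 4 slides. The sire and the dam shared slide 1, F1 1 and F1 2 shared slide 2, F1 3 and F1 4 shared slide 3, and F1 5 was alone on slide 4. The slides were scanned on 3 days, with slides 1 and 2 on the same day. The array was the custom array of the second screening of the study, whose probes had been placed densely around probes that were positive in a first screening, so that it does not sample the genome evenly. The first screening was not analysed here.

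Per the file headers, the authors extracted the spots with Feature Extraction 10.7.1.1 and its CGH protocol, and the probe positions are those of the mouse assembly mm9 (NCBI37). The processed intensity of each dye at each spot had been background-subtracted, spatially and multiplicatively detrended and normalized between the dyes with a linear method before the authors deposited it. The raw intensity deposited beside it is the median brightness of a spot and of its local background. The deposited files also give a log10 ratio of red over green, which was not used for any value reported here. The authors also deposited a matrix of log2 ratios for the 14 arrays and 77398 probes. Set against the spot values, these log2 ratios ran reference over mouse on all 14 arrays, and they were turned before use. In addition, 12 of the 14 columns differed from the spot values by one smooth profile along the genome (correlation between arrays of at least 0.992 in size), and the 2 arrays of the sire did not. The step that made this profile is not stated, so the matrix was used only as an alternative.

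From the processed intensities, log2 of red over green was computed at each of the 81423 non-control spots of an array and turned so that a positive value means more signal from the mouse than from the reference. Spots marked by the extraction software as non-uniform or as population outliers were left out. Spots of the same probe were averaged, which gave 77401 probes, of which 77350 were autosomal, 48 lay on chromosome X and 3 on chromosome Y. Each array was centred on the median of its autosomal probes. No loess or quantile step was applied, because most probes of a copy-number array carry signal and many can truly shift in the same direction. The dye-swapped arrays of a mouse are a technical pair and were counted as 1 animal, with the mean of both arrays as its value. No spot was saturated on any array. The median red signal over local background was 24.3 to 29.9 on 12 arrays and 16.4 and 14.8 on the arrays of F1 5, and these ratios and the number of arrays limit the precision.

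A probe was called positive when its log2 ratio passed 0.5 in size on both dye-swapped arrays with the same sign. The threshold is that of the second screening of the study, which further required a positive result in the first screening and support from a neighboring probe. Here each probe was counted by itself, and neighbors entered only in the regions below. Probes past 0.5 on both arrays with opposite signs were counted as a measure of dye bias and noise. A supported region needed at least 2 positive probes of the same sign within 3 probe positions and 5 kb of each other, and supported probes were merged over at most 2 intervening probes and 100 kb. The number of regions obtained by accident of placement was estimated from 100 shuffles of the probe order of each mouse. A de novo candidate region in an F1 mouse was a supported region built from probes that were positive in neither parent. An interval scan stood in for the aberration caller used in the study. It took runs of at least 4 probes with a mean of at least 0.25 in size and a score (the size of the mean times the square root of the number of probes, over the noise SD of the mouse) of at least 6, and it called a run de novo when neither parent reached 0.5 of the F1 mean in the same direction. The noise SD came from the interquartile range of differences between adjacent probes. Counts, regions and the scan used autosomal probes only. Regions of a parent were called carried by an F1 mouse whose mean over the positive probes passed 0.5 of the mean of the parent.

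Counts of F1 mice and parents were compared by a two-sided exact permutation test (the smaller tail doubled) with Benjamini-Hochberg adjustment over the 3 counts. Probe by probe, limma 3.58.1 in R 4.3.3 (lmFit and eBayes) was used for the mean of the 7 mice against 0 (family against reference, called at a Benjamini-Hochberg adjusted p under 0.05 and a mean past 0.5 in size) and for F1 mice minus parents. The first of these leaves out the spread of the reference itself, which is 1 animal, and the mice are related. Other steps were run in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9. Both procedures were tested on simulated data. Of 60 inserted changes of size -1.0, the supported regions and the scan each found 60. At 0.6 they found 57 and 60, and at 0.4 they found 0 and 60, with 0 false regions and 7 false scan intervals among 77350 probes. For limma, 200 probes were shifted by 0.75. The family test recovered 200 with 0 false calls, and the test of F1 mice against parents recovered 186 with 11 false calls.

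The regions and probes named were chosen by a rule fixed before the data were examined: up to 10 de novo candidate regions with the most positive probes, up to 5 de novo scan intervals with the largest score, up to 5 regions carried by a parent and up to 5 probes of the family test with the largest mean in size. Features named outside this rule are marked as chosen after their values were seen. The rule also listed the gene Lrrtm4 on chromosome 6. The files give probe positions on mm9 without gene names, and the annotation at hand is of another assembly, so that no gene was assigned to any probe and the planned measurement over that gene was not run. The chromosome 6 interval found by the scan took its place, which was decided after the data were seen. The sex of the F1 mice is not in the labels, and no groups by sex were made.

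The alternatives were thresholds of 0.4 and 0.8, no centring, normexp background correction with an offset of 50, within-array loess, the deposited matrix, probes well above background in both dyes only, outlier spots kept, single dyes, other distances, sizes and gaps for regions, other limits for parents, other scan limits, slide as a random block and each F1 mouse left out in turn. Normexp had been planned on mean spot signals and was run on the median spot signals. Scan day as a block, a limit on the median of scan runs and a two-sided p by absolute difference were added after the data were seen.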

Results

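Tail DNA of the sire, the dam and 5 F1 mice of a non-irradiated family (0 Gy) was analyzed by array CGH against the DNA of a reference male, with 2 dye-swapped arrays per mouse. The series is the second screening of 1 control family in a study that searched for copy number variations (CNVs) among F1 mice of irradiated and non-irradiated sires. It holds no irradiated family, so that the effect of irradiation was not compared here. All ratios are log2 of mouse over reference, and all positions are on mm9. Each array held 81423 non-control spots, of which 97.4% to 99.4% were well above background in both dyes. The array was not evenly spaced: the median distance between neighboring probes was 91.0 bp, and chromosome 6 held the most probes (8216 of the 77350 autosomal probes). The noise SD between adjacent probes, after averaging the dye-swapped arrays, was 0.0418 in F1 1, 0.046 in F1 2, 0.0476 in F1 4, 0.0505 in the sire, 0.0513 in F1 3, 0.0534 in the dam and 0.0723 in F1 5. There is 1 animal behind each value of a single mouse, and no replicate animal stands behind it.

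The sex chromosome probes were examined first, since they check the labels against a male reference. The median log2 ratio over the 48 X probes was -0.01 in the sire and 0.82 in the dam, a difference of 0.83. Over the 3 Y probes the sire was at 0.00 and the dam at -1.27. The size of the X difference was smallest, 0.73, after normexp background correction. Among the F1 mice the X median was -0.01 in F1 1, 0.81 in F1 2, 0.76 in F1 3, 0.79 in F1 4 and 0.69 in F1 5. The Y medians of these mice were -0.39, -0.78, -0.95, -1.01 and -0.63. The Y values are medians of 3 probes that differ widely, with a range in the dam from -3.59 to -0.17.

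The number of positive probes in each mouse was then counted. There were 13 positive autosomal probes in the sire and 289 in the dam. In the F1 mice the number was 441 in F1 1, 310 in F1 2, 260 in F1 3, 271 in F1 4 and 294 in F1 5, out of 76150 to 77341 measured probes. Probes past the threshold with opposite signs on the dye-swapped arrays, which no copy number difference can give, numbered 69 in the sire, 95 in the dam and 39 to 61 in the F1 mice. In the sire these discordant probes outnumbered the positive ones. Losses made up most positive probes in the dam (231 of 289) and in F1 2 to F1 5 (233, 254, 265 and 290 losses). F1 1 had 337 gains and 104 losses, and F1 2 had 77 gains, while F1 3, F1 4 and F1 5 had 6, 6 and 4. The median over the 7 mice was 289 positive probes, and the alternative that moved it most, the use of only the array with the mouse in Cy5, gave 700. The median number of discordant probes was 55, and it rose to 224 at a threshold of 0.4.

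**Figure D1:**
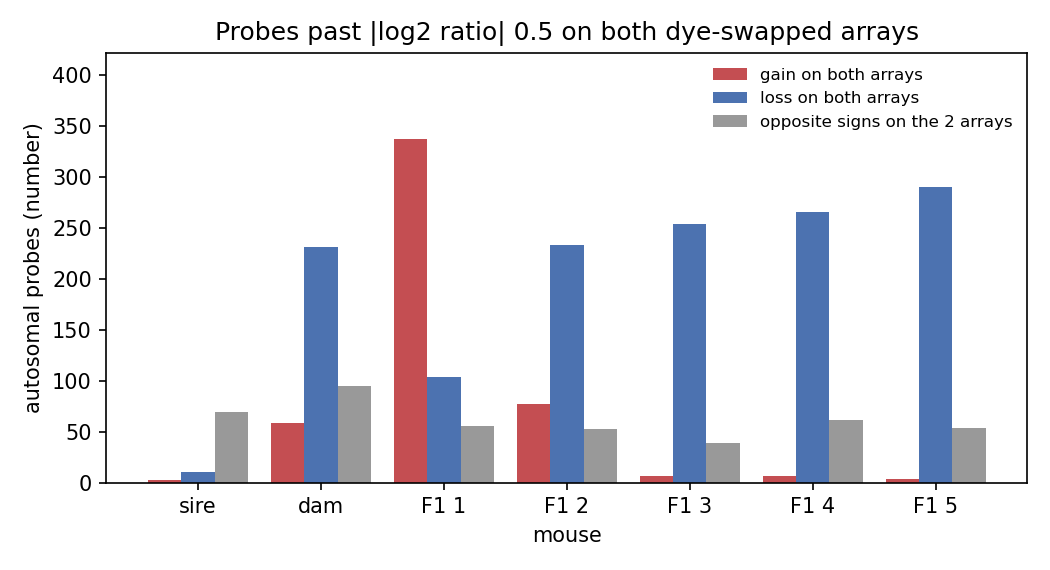
Number of autosomal probes past 0.5 in size on both dye-swapped arrays in each of the 7 mice, with gains, losses and probes of opposite sign as separate bars. F1 1 has the most gains (337) and the fewest losses among the F1 mice (104), and the sire has 3 gains and 10 losses.

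These counts were compared between the 5 F1 mice and the 2 parents. The mean number of positive probes was 315 ± 73.0 (SD, 5 mice) in the F1 mice and 151 in the parents, with an exact two-sided permutation p of 0.286. The mean number of discordant probes was 52.4 ± 8.11 (SD, 5 mice) against 82.0 (exact p = 0.0952). All 5 F1 mice had fewer discordant probes than either parent, and this p, which doubles the smaller tail, is the smallest that 5 mice against 2 can reach by that definition. Counting instead the splits with an absolute difference of means at least as large, a definition added after the data were seen, gave an exact p of 0.0476 for discordant probes (Benjamini-Hochberg adjusted p = 0.143), 0.143 for positive probes and 0.429 for regions. For supported regions the means were 29.6 ± 32.8 (SD, 5 mice) and 9.0 (exact p = 0.286). By the doubled tail, the Benjamini-Hochberg adjusted value was 0.286 for each of the 3 counts. Both parents lay on slide 1, which held no F1 mouse, so that slide and group cannot be told apart. The positive counts also depend on 206 probes low in the dam, described below. Of these, 205 were positive in the dam, 198 to 205 in each of F1 2 to F1 5, 98 in F1 1 and 0 in the sire. A further 294 positive probes of F1 1 lay in 1 interval of chromosome 6. A difference in positive probes therefore need not come from being F1 or parent. Among the mice scanned on the same day as the parents, F1 1 and F1 2 had 441 and 310 positive probes, the sire 13 and the dam 289.

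Supported regions, in which neighboring positive probes have the same sign, numbered 2 in the sire, 16 in the dam, 88 in F1 1, 18 in F1 2, 11 in F1 3, 14 in F1 4 and 17 in F1 5. After shuffling the probe order, the mean number was 0.01 for the sire and 2.04 to 4.34 for the other mice. In each mouse the observed number was above the highest of 100 shuffles, which was 9 in F1 1 and in F1 3. The shuffles treat neighboring probes as independent, but some supporting probes overlap in sequence. In F1 5, for example, the 2 probes of a region on chromosome 6 lie within 63 bp. Passing the shuffles therefore does not show that neighbors gave independent support. The median over the 7 mice was 16, and it fell to 1 when at least 4 positive probes were asked of a region.

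Each F1 mouse was then set against its sire and dam, and probes positive in it alone of the 3 were kept. There were 90 de novo CNV candidate regions by this rule, 73 in F1 1 and 7, 1, 3 and 6 in F1 2, F1 3, F1 4 and F1 5. All 73 in F1 1 were gains, of which 70 lay in a single stretch of chromosome 6 and 3 in a stretch of chromosome 4. The rule thus counts fragments: a change whose mean lies under the threshold passes it only at scattered probes. Of the 90 regions, 72 consisted of 2 positive probes and 7 of at least 4, and the latter were all in the chromosome 6 stretch of F1 1. The total depended strongly on the threshold, with 284 regions at 0.4 and 3 at 0.8. Without F1 1 there were 17.

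Of the 10 candidate regions with the most positive probes, 9 belonged to F1 1 and to chromosome 6. The first was a gain at 80,647,203 to 80,647,984 (6 positive probes), with a mean of 0.56 ± 0.01 (SD over probes) in F1 1, 0.02 in the sire and 0.03 in the dam. The second, at 80,732,874 to 80,733,296 (5 positive probes), had a mean of 0.55 in F1 1, -0.01 in the sire and 0.04 in the dam. The others of these 9 had 3 or 4 positive probes and means from 0.57 to 0.66. The only region of another mouse among the 10 was a gain in F1 2 at chromosome 6, 25,696,261 to 25,697,421 (3 positive probes), with a mean of 0.97 in F1 2, -0.04 in the sire and -0.26 in the dam. The other F1 mice were below the reference over the same probes, at -0.36 in F1 1, -0.42 in F1 3, -0.57 in F1 4 and -0.60 in F1 5. F1 4 and F1 5 each had a de novo candidate loss of 2 probes inside this interval.

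The interval scan joined the chromosome 6 fragments of F1 1 into 1 gain. It ran from 79,933,376 to 81,036,323, a span of 1,102,948 bp with 3506 probes. The mean log2 ratio of F1 1 over these probes was 0.40 ± 0.16 (SD over probes), with 0.35 on the array with the mouse in Cy5 and 0.44 on the other array. The sire was at -0.01, the dam at 0.04, and the other F1 mice between -0.02 and 0.01. In F1 1, 294 of the 3506 probes (8.39%) were positive, against 1 to 4 in each other mouse. In bins of 50 kb the mean of F1 1 stayed between 0.37 and 0.45 over the 22 bins that held probes, out of 23 spanned, and the other mice stayed between -0.04 and 0.05. The ends of the gain are the ends of the stretch of probes on the array. The next probe below lies 1248 kb away and the next above 489 kb away, and both were near 0 in F1 1 (-0.04 and -0.01). These arrays do not place the ends within the gaps. The interval was found in F1 1, so no test of this mouse against the others was made on it.

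**Figure D2:**
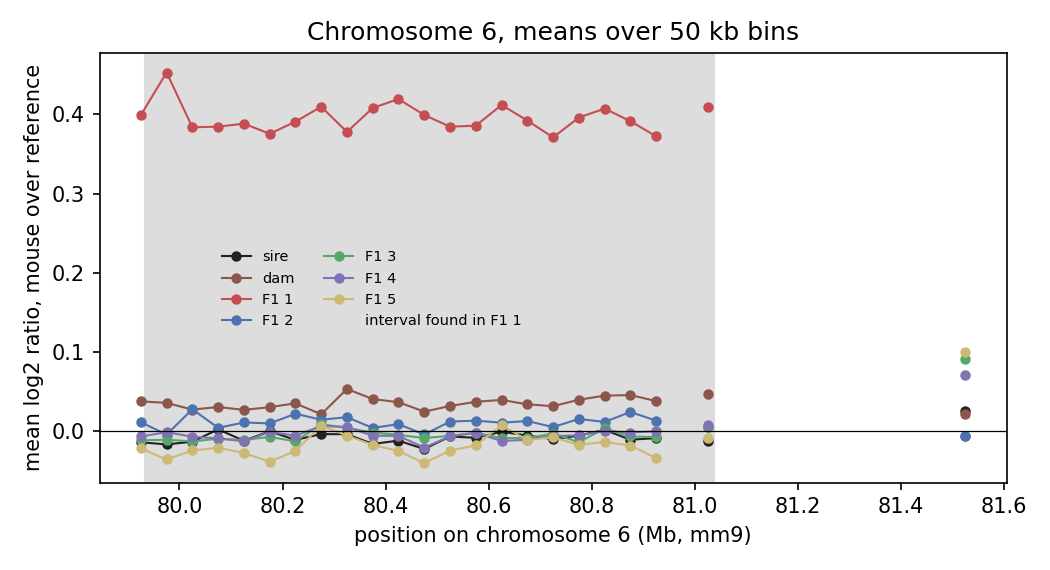
Mean log2 ratio of mouse over reference in bins of 50 kb along chromosome 6 (mm9, in Mb) for the 7 mice, each point being the mean of the probes in a bin, with the interval found in F1 1 shaded and the line broken at 1 bin without probes. F1 1 lies between 0.37 and 0.45 in the 22 bins of the interval that held probes and the other mice lie between -0.04 and 0.05, and past the gap without probes above the interval F1 1 is near 0.

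In all, the scan gave 146 de novo intervals, 1 in F1 1, 62 in F1 2, 9 in F1 3, 11 in F1 4 and 63 in F1 5. Of these, 143 had 4 to 6 probes, and no interval other than the chromosome 6 gain had more than 8. A run of this length can be carried by a single probe. Of the 146, 12 held at least 1 probe that was positive in a parent with the same sign. When the median of the run also had to pass 0.25, a limit added after the data were seen, 75 intervals were left. The lowest count was 35, when the mean had to reach 0.4. Without F1 5 there were 83 and without F1 2 there were 84. The intervals of F1 5 were 63 losses and 0 gains, and those of F1 2 were 59 gains and 3 losses. After the chromosome 6 gain (score 562), the largest scores were those of 4 short intervals of 4 probes each. F1 2 had a gain at chromosome 6, 25,696,261 to 25,697,421 (mean 0.74, score 32.1) and another at chromosome 5, 93,827,932 to 93,828,109 (mean 0.51, score 22.0). F1 4 had a loss at chromosome 4, 131,497,707 to 131,497,928 (mean -0.54, score 22.6), and F1 3 had a loss at chromosome 6, 138,918,425 to 138,918,768 (mean -0.57, score 22.2). At the chromosome 5 interval, F1 3, F1 4 and F1 5 were at -0.44, -0.52 and -0.63. The dam was at -0.35 there and the scan called the same interval as a loss in the dam, so that the lower level was already present in a parent. The chromosome 4 interval was also called de novo as a loss in F1 3 (-0.47) and F1 5 (-0.55) and as a gain in F1 2 (0.44). At the chromosome 6 interval of F1 3, F1 4 and F1 5 had similar means of -0.52 and -0.56, and the median over the 4 probes in F1 3 was -0.22. This run is carried by the probe at 138,918,571 to 138,918,630, which was -1.84 in F1 3 but also -1.29 in the dam, so that the loss was already present there at this probe.

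To find which differences were already present in the parents, the supported regions of a parent with no positive probe in the other parent were followed into the F1 mice. There were 15, all in the dam. Of these, 14 were carried by at least 1 F1 mouse. The regions are not independent, since 5 are fragments of a single gain on chromosome 4 and 2 lie close together on chromosome 13, so that no interval is given for this share. At thresholds of 0.4 and 0.8 the number carried was 45 and 5. No region was carried by all 5 F1 mice: 9 were carried by 4 mice, which were F1 2 to F1 5 each time, 5 by F1 1 alone, and 1 by none. F1 2 to F1 5 are also the mice whose X medians lay near that of the dam. As set out below, probes low in the dam may hold sequences shared with chromosome Y or carried on it. For losses, being carried therefore need not mean that a copy number change was inherited. A gain of 2 probes within 61 bp on chromosome 18, at 35,428,246 to 35,428,306, split the mice in the same way. Its mean was 0.70 in the dam, 0.41 to 0.62 in F1 2 to F1 5, -0.08 in F1 1 and 0.03 in the sire. Being carried need not mean inheritance of a copy number change there either. The region with the largest mean was a loss of 135 probes at chromosome 3, 25,416,456 to 25,456,288. Its mean was -1.90 in the dam, -0.01 in the sire and -0.60 in F1 1, and it was -1.76, -1.83, -1.84 and -1.73 in F1 2 to F1 5. The next 4 were losses of 2 probes each, 1 on chromosome 13 at 77,818,531 to 77,818,639 (dam -1.49), 2 on chromosome 7 at 18,817,154 to 18,817,241 (dam -1.29) and 126,944,817 to 126,944,911 (dam -1.22), and 1 on chromosome 2 at 178,829,259 to 178,829,328 (dam -1.19). Over these 4 regions F1 1 was between -0.58 and -0.51.

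The 5 regions carried by F1 1 alone were gains within chromosome 4. The scan gave a single gain in the dam there, at 101,110,877 to 101,270,967 (160 kb, 627 probes), and in F1 1 a gain with the same first and last probe. It is named here after its values were seen. Its mean was 0.37 in the dam, 0.32 in F1 1 and 0.00 in the sire, and between -0.01 and 0.00 in F1 2 to F1 5. The neighboring probes outside, 96 and 1 bp away, belong to stretches of 10 probes whose means were within 0.01 of 0 in both mice, so that both ends are covered by probes. The 3 de novo candidate regions of F1 1 in chromosome 4 lie in this gain. Over their probes the dam had means of 0.55, 0.51 and 0.54, but these probes did not pass 0.5 in the dam on both dye-swapped arrays.

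The family as a whole was compared with the reference probe by probe. By limma, 224 of 77400 probes differed from 0 at an adjusted p under 0.05 with a mean past 0.5 in size, 3 higher and 221 lower than the reference, 222 of them autosomal and 2 on chromosome Y. None of the 48 X probes was called. The 5 largest means were -3.05 ± 0.56 (SE, 7 mice, limma adjusted p = 0.0459) at chromosome 3, 25,425,639 to 25,425,698, -2.55 at chromosome Y, 731,532 to 731,591, -2.42 at chromosome 3, 25,433,454 to 25,433,513, -2.35 at chromosome 6, 104,241,394 to 104,241,453, and -2.34 at chromosome 3, 132,549,431 to 132,549,490. All 7 mice were below 0 at each of these 5 probes, but the sire was between -0.12 and -0.02. The spread between mice at such probes was large, and the count depended on single mice. It was 17 without F1 2, 8 without F1 3, 8 without F1 4 and 9 without F1 5, and 269 without F1 1. With slide as a random block it was 22. The 3 higher probes are named after their values were seen. A pair of overlapping probes at chromosome 10, 97,112,476 to 97,112,551, had means of 1.26 ± 0.02 (SE, 7 mice, limma adjusted p = 7.67e-08) and 1.09 ± 0.07 (SE, 7 mice, limma adjusted p = 7.13e-05). A probe at chromosome 13, 95,707,465 to 95,707,524, had a mean of 0.94 ± 0.15 (SE, 7 mice, limma adjusted p = 0.0333), with 1.64 in the sire and 0.05 in the dam.

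The pair of chromosome 10 probes were the only 2 autosomal probes positive in all 7 mice. All mice shared 1 reference, so that some overlap arises from the reference alone. In 100 simulations of unchanged mice against the ratios measured in the sire, a mean of 6.06 probes and at most 7 were positive in all 7. That level was set from the sire, and it includes any true difference between the sire and the reference.

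The F1 mice and the parents were also compared probe by probe. By limma, 0 of 77348 autosomal probes had an adjusted p under 0.05, and the smallest adjusted p was 0.91. At an unadjusted p under 0.05 there were 4109. The probe with the smallest p (2.37e-05) had a mean of -0.05 in the F1 mice and 0.16 in the parents. With scan day as a block the count was also 0, and with slide as a random block it was 0. Without F1 1 it was 1. In simulated data of the same design the test recovered 186 of 200 probes shifted by 0.75, so that most shared differences of this size would have been called, while smaller ones were not simulated.

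**Figure D3:**
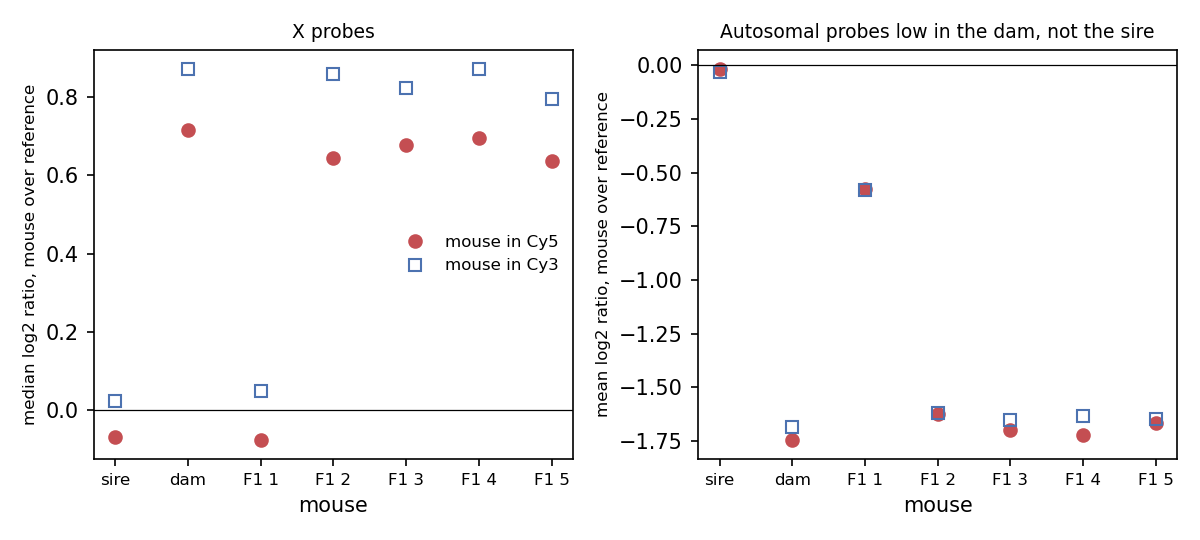
Median log2 ratio of mouse over reference over the X probes (left) and mean log2 ratio over the 206 autosomal probes that were low in the dam and not in the sire (right) in each of the 7 mice, with filled circles for the array with the mouse in Cy5 and open squares for the array with the mouse in Cy3. F1 1 lies with the sire on the X probes (-0.01 each as the mean of both dyes) and between the parents, at -0.58, on the autosomal probes.

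The autosomal probes that were low in the dam were followed as a set, which was chosen after the data were seen. There were 206 probes with a log2 ratio below -0.8 in the dam and above -0.3 in the sire, on 16 chromosomes, 135 of them on chromosome 3. They included 205 of the 231 autosomal losses of the dam and 193 of the 224 probes of the family comparison. Their mean was -0.02 in the sire, -1.71 in the dam, -0.58 in F1 1 and between -1.68 and -1.62 in F1 2 to F1 5. The dye-swapped arrays of F1 1 gave -0.58 each. Among the F1 mice, the level on these probes separated F1 1 from the others as the X probes did.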

Values the study reported

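For the first F1 mouse of this family, a male, the study listed a duplication on chromosome 6 with an estimated size of 1,100,262 bp. It stands among the de novo CNVs that the study found by array CGH and upheld by quantitative PCR. Leaving out mice with 4 or more CNVs, the study listed 11 deletions and 3 duplications as de novo in its non-irradiated group. De novo deletions were reported in 7.1% of the F1 mice of that group (11 of 156), and deletions with at least 2 positive probes in the first screening in 5.1% (8 of 156).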

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

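The measures of the 5 F1 mice were searched for a mouse whose distance to the nearest other mouse exceeded Dixon's critical share of the range (0.71 for 5 values). Of 17 measures, 9 passed, 8 of them in F1 1 and 1 in F1 5. Chance alone passes about 1 in 20, the measures are not independent, and the chromosome 6 interval was chosen from F1 1 itself. All tests in this part were chosen after the results were seen, except the tests of a trend along the genome and of noise at equal red signal.

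F1 1 stood apart by its 441 positive probes, 337 gains, 88 supported regions and 73 de novo candidate regions, and by its mean of 0.40 over the chromosome 6 interval and 0.32 over the chromosome 4 interval. Most of the regions are fragments of the chromosome 6 gain. Several technical sources are argued against for that gain. The higher of the parents' means over the same probes was 0.0358, so that the gain was not present at this level in either tail sample of the parents. F1 2, hybridized on the same slide, had a mean of 0.0115 there, which argues against a slide or scan effect. The dye-swapped arrays of F1 1 differed by 0.10, well under the size of the gain, which argues against a dye effect. Runs of as many probes elsewhere in F1 1 had means of at most 0.0499 in size, which argues against a smooth trend along the genome, although only chromosomes with at least 3506 other probes could be searched. A duplication that arose de novo is therefore a candidate explanation of the chromosome 6 gain, as a hypothesis found and tested on the same arrays. A mix of cells with and without it, and a swap with DNA from outside the family, were not tested, and no test in other tissue was analysed here. The study itself listed a de novo duplication on chromosome 6 in the first F1 mouse of this family, upheld by quantitative PCR. Those measurements were not analysed here. The ends of the gain are set by the probes on the array.

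The 3 de novo candidate regions of F1 1 outside chromosome 6 lie in the chromosome 4 interval, whose mean was 0.37 in the dam and 0.32 in F1 1. Over the probes of these regions the dam had means of 0.55, 0.51 and 0.54, so that the dam was raised there as well, although the rule of 0.5 on both arrays did not call these probes in the dam. The scan, run on each mouse separately, gave the gain in both with the same first and last probe. F1 1 stands apart on chromosome 4 because F1 2 to F1 5 lie near 0 there. Under the alternative that also left out probes past 0.25 in a parent in the same direction, 0 of these 3 regions were left. In chromosome 6, 70 were left. The gain on chromosome 4 was thus already present in the dam, which argues against a de novo origin in F1 1. Transmission from the dam was not tested directly.

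F1 1 also stood apart on the X probes, with a median of -0.0093 where the other F1 mice had 0.69 to 0.81, and on the 206 autosomal probes that were low in the dam, with a mean of -0.58 where the others had -1.68 to -1.62. The X medians were -0.0134 in the sire and 0.82 in the dam, so that F1 1 lay at the level of the sire and the others near that of the dam, as 1 and 2 X chromosomes would give. The sex of the F1 mice is not in the labels, and no groups by sex were made. The study lists the first F1 mouse of this family as male. If the level of the 206 probes is placed on a line from the dam (0) to the sire (1) in linear signal, the median share was 0.527 in F1 1 (interquartile range 0.501 to 0.551) and 0.0161 to 0.0269 in the others. A mouse that carried as much of these sequences as the sire would be near 1. A mixture of F1 1 DNA with DNA of a mouse with 2 X chromosomes is argued against, because the same share would raise the X median to 0.44 and -0.0093 was observed. A dye effect is argued against, because the shares on the dye-swapped arrays differed by 0.0015. The sire had a median of 0.0025 on the Y probes, which argues against a level lowered alike in the sire. The 3 Y probes, which were not used to choose the set, gave F1 1 a median share of 0.524 (range 0.309 to 0.597) and the other F1 mice medians of -0.0026 to 0.058. Single probes of these mice ranged from -0.671 in F1 2 to 0.396 in F1 5, which overlaps the low end of the range of F1 1. The set may therefore hold sequences that are shared with chromosome Y or carried on it, and F1 1 may have had fewer cells with chromosome Y, or fewer Y copies of these sequences, than the sire and the reference. The arrays give only the mean over all cells, so these forms of the hypothesis cannot be separated here, and 3 Y probes are few. An autosomal difference between the parents would give about equal shares in all 5 F1 mice if the sire and the reference had 2 copies, or shares near 0 and 1 if they had 1, and neither was seen.

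F1 5 stood apart by 1733 outlier spots on its 2 arrays, where the other F1 mice had 229 to 275. Its noise SD was also the highest (0.0723), although its distance from the others did not pass the critical share. The red signal over background was lowest on the arrays of this mouse (16.4 and 14.8). A dimmer red channel does not account for all of the noise. Over probes with a red signal 20 to 30 times background on both arrays, the noise SD was 0.0614 in F1 5 and 0.0414 to 0.0506 in the other 6 mice, so that the gap was smaller than over all probes and only slightly wider than the range among the others. Over the probes brighter than the median it was 0.0559 in F1 5 and at most 0.0418 in the others. F1 5 was alone on slide 4, so that another fault of the slide or its scan and the DNA of this mouse cannot be told apart. No biological explanation was tested. The short de novo scan intervals of F1 5 are open to the same noise. They were 63 losses and 0 gains, however, and noise of equal size in both directions would give both. Whether the noise of this mouse is one-sided was not tested.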

How the results depend on the processing

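Scan day as a block, the limit on the median of scan runs, the two-sided p by absolute difference, and all alternatives for the chromosome 6, 4 and 14 intervals and for the 206 probes low in the dam were chosen after the data were seen. The others were fixed before the data were examined. The alternatives planned for the gene on chromosome 6 were not run, because no probe was assigned to a gene. No paired analysis was possible because the sire, the dam and the F1 mice share only replicate number 1.

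The mean of F1 1 over the chromosome 6 interval held under all 9 alternatives (0.35 to 0.44). The X difference between dam and sire kept its direction under 9 alternatives, with lower sizes of 0.73 after normexp and 0.79 with the mouse in Cy5 only. F1 mice and parents differed at 0 probes under 13 of 14 alternatives, and leaving out each F1 mouse in turn gave 0 to 1, the 1 without F1 1. By limma, 2902 to 5601 probes had an unadjusted p under 0.05 in these leave-one-out fits. Of the 3 counts, 0 differed between F1 mice and parents at an adjusted p under 0.05 by either definition of the exact two-sided p.

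The threshold moved nearly every count. At 0.4, discordant probes rose from 55 to 224 (median over mice), de novo candidate regions from 90 to 284 and carried regions from 14 to 45. At 0.8, positive probes fell from 289 to 192, discordant probes to 0, supported regions from 16 to 5, de novo candidate regions to 3 and carried regions to 5. With the mouse in Cy5 only, there were 700 positive probes, 50 supported regions and 252 de novo candidate regions, and with the mouse in Cy3 only, 623, 34 and 284, with 91 de novo scan intervals instead of 146. A single array has no second dye to remove dye bias. Normexp gave 10 supported regions, 34 de novo candidate regions and 62 scan intervals. It also lowered the share of gains among positive probes, summed over the mice, from 26.1% to 15.4%. Loess gave 34 discordant probes and 92 scan intervals. Probes well above background alone gave 87 scan intervals. The cause was not tested for normexp, loess and the dim probes.

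Rules for regions also mattered. Asking for at least 4 positive probes left 1 supported region (median) and 7 de novo candidate regions. Support within 1 probe left 57 de novo candidate regions, and a difference from each parent past 0.5 left 48. A scan mean of 0.4 left 35 intervals, and the limit on the run's median left 75. Leaving out each F1 mouse in turn gave 17 to 89 de novo candidate regions (17 without F1 1) and 83 to 145 scan intervals (83 without F1 5, 84 without F1 2).

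The family comparison depended on single mice. Its 224 calls became 776 without the size threshold, 22 with slide as a random block (consensus correlation 0.125), and 8 to 269 when an F1 mouse was left out (8 without F1 3 or F1 4). Less power with fewer mice low on the probes that were low in the dam may explain the drops, since the sire is near 0 there. This was not tested. Without F1 1, whose mean on those probes was -0.58, the calls lower than the reference rose from 221 to 229. Other normalizations and filters gave 221 to 230.

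Of 653 further values of single mice, regions, probes and count tests under the alternatives, 493 stayed within their spread or within 1.5 times, 160 moved and 0 changed sign. The scan count of F1 5, whose red signal over background was lowest (14.8 and 16.4), fell from 63 to 17 on probes well above background and to 9 after normexp, and the cause was not tested.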

Other observations

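The test of neighboring probes around the gains of F1 2 was chosen before its result was seen. The other tests in this part were chosen after.

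F1 2 had 72 positive gains that were positive in neither parent, scattered over 17 chromosomes, with a median of 0.68. Over the same probes the median was -0.02 in the sire, -0.11 in the dam, -0.21 in F1 1, -0.27 in F1 3, -0.32 in F1 4 and -0.38 in F1 5. A slide effect is argued against, since F1 1 on the same slide was at -0.21. A copy number change around each probe is argued against, since 726 neighboring probes at 200 to 1000 bp had a median of -0.002 in F1 2. Dim spots are argued against as the whole cause, since the 56 probes that were well above background on all arrays still moved together over the other 6 mice (mean correlation 0.509 between probes on different chromosomes, against at most 0.0703 in 1000 random sets). Over all 72 probes this correlation was 0.439, with a mean of 0.0021 and a maximum of 0.0465 in random sets. The probes may therefore read a sequence that is present at many places or comes from outside the mouse genome and varies in amount between tail samples. Probe sequences were not used here, and which of these holds stays open. No biological explanation was tested. Several of the short de novo candidate regions of F1 2, and the losses at the same places in F1 3, F1 4 and F1 5, include such probes.

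The interval on chromosome 14 from 53,752,323 to 53,966,011 (107 probes) was below the reference in all 7 mice, with means from -0.26 to -0.20. The least lowered mouse was F1 2 at -0.20. Beyond this interval the scan gave further lowered runs in the sire, the last at 54,226,451 to 54,233,726 with a mean of -0.27. The other mice were at -0.22 to -0.17 over that last run. The interval is therefore 1 run of a longer lowered stretch, and its end is set by the scan. A level shared by all mice may come from the reference DNA, which was the same on every array, rather than from the family. The arrays cannot separate a gain in the reference from a loss shared by the family.

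The probe at chromosome 13, 95,707,465 to 95,707,524, was at 1.64 in the sire and 0.05 in the dam, and the lowest and the highest F1 mouse were F1 2 at 0.82 and F1 4 at 1.0982. The mean of the parents in linear signal corresponds to 1.05, and the F1 mouse farthest from it differed by 0.23. One copy from each parent in every F1 mouse may explain this. It was the closest of 7 autosomal probes, apart from those low in the dam, that differed between the parents by over 0.8 on both dyes, and the only one within 0.25. A change beyond the probe is argued against, since the 9 other probes within 1000 bp had a median of 0.0463 in the sire. A sequence variant under the probe and a very short repeat stay open and were not tested.

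The deposited matrix carried a smooth profile along the genome on 12 of the 14 arrays (SD 0.0141 to 0.0502, correlation between neighboring probes of at least 0.947) and not on the arrays of the sire. Once turned mouse over reference, it was positive on 6 arrays and negative on 6, following the dye. In the counts above it mattered little, with 26.1% of positive probes as gains from the spot values and 27.1% from the matrix.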
